# Atrial myocyte-derived exosomal microRNA contributes to atrial fibrosis in atrial fibrillation

**DOI:** 10.1186/s12967-022-03617-y

**Published:** 2022-09-05

**Authors:** Hongting Hao, Sen Yan, Xinbo Zhao, Xuejie Han, Ning Fang, Yun Zhang, Chenguang Dai, Wenpeng Li, Hui Yu, Yunlong Gao, Dingyu Wang, Qiang Gao, Yu Duan, Yue Yuan, Yue Li

**Keywords:** Atrial fibrillation, Atrial fibrosis, Exosomes, miR-210-3p, GPD1L

## Abstract

**Background:**

Atrial fibrosis plays a critical role in the development of atrial fibrillation (AF). Exosomes are a promising cell-free therapeutic approach for the treatment of AF. The purposes of this study were to explore the mechanisms by which exosomes derived from atrial myocytes regulate atrial remodeling and to determine whether their manipulation facilitates the therapeutic modulation of potential fibrotic abnormalities during AF.

**Methods:**

We isolated exosomes from atrial myocytes and patient serum, and microRNA (miRNA) sequencing was used to analyze exosomal miRNAs in exosomes derived from atrial myocytes and patient serum. mRNA sequencing and bioinformatics analyses corroborated the key genes that were direct targets of miR-210-3p.

**Results:**

The miRNA sequencing analysis identified that miR-210-3p expression was significantly increased in exosomes from tachypacing atrial myocytes and serum from patients with AF. In vitro, the miR-210-3p inhibitor reversed tachypacing-induced proliferation and collagen synthesis in atrial fibroblasts. Accordingly, miR-210-3p knock out (KO) reduced the incidence of AF and ameliorated atrial fibrosis induced by Ang II. The mRNA sequencing analysis and dual-luciferase reporter assay showed that glycerol-3-phosphate dehydrogenase 1-like (GPD1L) is a potential target gene of miR-210-3p. The functional analysis suggested that GPD1L regulated atrial fibrosis via the PI3K/AKT signaling pathway. In addition, silencing GPD1L in atrial fibroblasts induced cell proliferation, and these effects were reversed by a PI3K inhibitor (LY294002).

**Conclusions:**

Atrial myocyte-derived exosomal miR-210-3p promoted cell proliferation and collagen synthesis by inhibiting GPD1L in atrial fibroblasts. Preventing pathological crosstalk between atrial myocytes and fibroblasts may be a novel target to ameliorate atrial fibrosis in patients with AF.

**Graphical Abstract:**

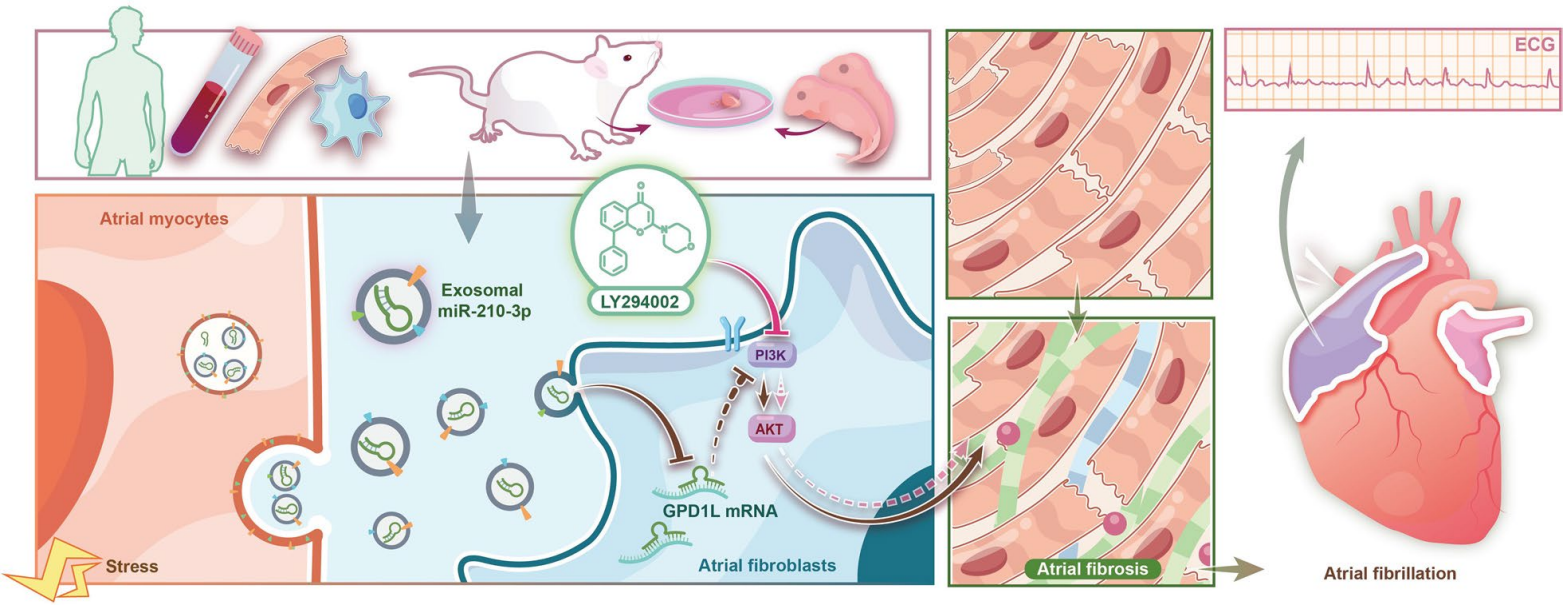

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12967-022-03617-y.

## Introduction

Atrial fibrillation (AF) is the most common arrhythmia observed in clinical practice and independently increases the risks of mortality and morbidity due to stroke, heart failure, and impaired quality of life, resulting in a substantial public health burden [1]. Cardiac fibrosis is an important contributor to the development of various cardiovascular diseases, including AF. Cardiac fibrosis is characterized by an abnormal balance of collagen deposits, such as collagen I and collagen III[2]. During the past few decades, several treatment strategies have been developed; however, the exact molecular mechanisms and efficient therapeutic approaches underlying AF-associated atrial fibrosis remain unclear.

An increasing number of studies highlight that extracellular vesicles (EVs) mediate cellular communication by delivering molecules in different pathological processes, including inflammation, fibrosis and angiogenesis [3]. EVs are composed of a lipid bilayer containing transmembrane proteins and encapsulated cytosolic proteins and RNAs. Different types of EVs are secreted and have been classified according to their subcellular origin [4]. Other types of vesicles, such as exosomes, are generated in multivesicular bodies (MVBs) and are secreted when these MVBs fuse with the plasma membrane [5]. Exosomes are small extracellular membrane vesicles of endocytic origin that are released by fusion with the cell membrane; their diameters range from 30 to 200 nm [6]. Exosomes are capable of carrying diverse molecules, such as proteins, lipids, and microRNAs (miRNAs), to mediate complex intercellular communication [7]. Exosomal miRNAs contribute to the progression of cardiac hypertrophy [8]. Several studies have shown that cardiomyocyte-secreted exosomal miRNAs promote the proliferation and differentiation of cardiac fibroblasts [9].

Previous studies have shown the underlying functions of miRNAs that are expressed at high levels in patients with different clinical types of AF, such as miR-99a-5p, miR-214-3p and miR-342-5p [10–13]. In addition, miR-150 expression is also altered and correlated with AF development, and circulating miR-150 levels are lower in patients with AF than in patients in sinus rhythm (SR) [14]. Notably, miR-210-3p reduces the formation of aortic atherosclerotic lesions and inhibits lipid deposition and inflammation in plaques but increases collagen aggregation to promote plate stability in mice [15].

In the present study, we determined whether exosomal miR-210-3p derived from atrial myocytes is specifically associated with the proliferation of atrial fibroblasts. Targeting miR-210-3p-mediated pathological communication between atrial fibroblasts and atrial myocytes may be a novel strategy to treat fibrosis during AF progression.

## Methods

### Human experiments

Six patients were recruited from the Department of Cardiology and the inpatient ward at The First Affiliated Hospital of Harbin Medical University from June 2020 to June 2021 (Ethical approval number: IRB-AF/SC-04/02.0) (Harbin, Heilongjiang, China). Serum samples from 3 patients with SR and 3 patients with AF were used to extract exosomes for the miRNA sequencing analysis. Then, one hundred patients were recruited for the analysis of miR-210-3p levels in plasma exosomes, including 50 patients with SR and 50 patients with AF Serum exosomes were extracted using an exosome kit (EXOQ5A-1, USA), and miRNAs were extracted from exosomes. Exclusion criteria included patients with infectious diseases, severe liver and kidney conditions, malignant tumors and severe cardiac hypofunction.

### Animal experiments

Male SD (Sprague–Dawley) rats and miRNA-210-3p knockout (KO) rats aged 6–8 weeks (weighing 200–300 g) were purchased from Beijing Laboratory Animal Center (Beijing, China). The experimental procedures were approved by the Institutional Animal Ethical Committee of The First Affiliated Hospital of Harbin Medical University. The experiments were performed according to NIH Guidelines for Care and Use of Laboratory Animals. The rats were maintained in individually ventilated cages (at 22 °C, 12 h light/dark cycle) with free access to standard laboratory chow (Ethical approval number: 2019044).

### Treatment of rats with AgomiR-210-3p

SD rats were injected with normal saline, NC (negative control) reagent and miR-210-3p agonist (50 nmol) through the tail vein every  days to overexpress miR-210-3p in vivo. After 4 weeks, the rats were anesthetized with 10% chloral hydrate (0.3 mg/kg), and the hearts were removed. The AgomiR-210-3p and control sequences were purchased from RiboBio, Guangzhou, China.

### Procedures used for Ang II treatment in rats

Then, the rats were randomly divided into four groups (7 rats per group): the WT group, WT + Ang II group, KO-miR-210-3p group and KO-miR-210-3p + Ang II group. Ang II (500 ng/kg/min, Sigma-Aldrich) was dissolved in 200 μl of sterile saline and loaded into a mini-osmotic pump (ALZET 2004, USA). For pump insertion, rats were anesthetized with 10% chloral hydrate (0.3 mg/kg), and the upper back was cleaned with 70% ethanol. A 1.0 cm skin incision was made in the upper back, and then a mini-osmotic pump was implanted under the skin. In the control group, 200 μl of saline were added to the mini-osmotic pump. Four weeks later, the rats were anesthetized, and cardiac tissues were removed, fixed with 10% neutral formalin and preserved at − 80 °C until further analysis.

### Electrophysiological studies

Electrophysiological studies were performed after 4 weeks to evaluate the effects of the vehicle and Ang II on the atrium. A distal quadripolar pacing electrode (Medtronic Inc., Minneapolis, MN, USA) was firmly attached to the free wall of the left atrial appendage. The atrial effective refractory period (AERP) was measured at a basic cycle length of 100 ms with a train of 8 basic stimuli (S1), followed by a premature extra stimulus (S2). The S1-S2 intervals were decreased in 5 ms steps until S2 failed to produce the atrial response, then increased by 10 ms, and finally decreased in 2 ms steps until S2 failed to capture. The longest S1-S2 interval that failed to capture was defined as the AERP. The AERP was recorded three times, and then we obtained the mean value for the three AERPs. The induction rate of AF was tested by burst pacing 10 times. AF was defined as a rapid, irregular atrial rhythm with a duration longer than 1000 ms. The AF incidence was defined as the percentage of successful inductions of AF.

### Echocardiographic measurements

Transthoracic echocardiography was performed on rats at baseline Day 0 and Day 28 after treatment to evaluate the structure and function of the atrium and ventricle. Rats were anesthetized with 10% chloral hydrate (0.3 mg/kg) and placed on a table in the left lateral decubitus position, after which two-dimensional images and M-mode tracings were recorded. Echocardiographic measurements included the left atrial diameter (LAD), right atrial diameter (RAD), interventricular septal thickness (IVST), left ventricular end-diastolic dimension (LVEDD), left ventricular end-systolic dimension (LVESD), left ventricular ejection fraction (LVEF), and left ventricular shortening rate (LVFS).

### Histological analysis

Hematoxylin and eosin staining and Masson’s trichrome staining were performed. The left atrial tissue was fixed with 10% phosphate-buffered formalin, embedded in paraffin, sliced into 4 μm serial sections, and subjected to a pathological examination following hematoxylin and eosin staining and Masson's trichrome staining. Masson's trichrome staining was performed to evaluate atrial fibrosis. The collagen fibers are stained blue, while the atrial myocytes are stained red. The semiquantitative analysis of the proportion of collagen fibers was conducted using Image-Pro Plus 6.0 software, and the results were reported as the ratio of fibrotic tissue to total tissue.

### Atrial fibroblasts and atrial myocytes isolation and culture

Atrial fibroblasts and atrial myocytes were isolated from 1-to 3-day-old SD rats. Hearts were minced and mixed with 0.25% trypsin. Cell suspensions were centrifuged and resuspended in Dulbecco’s modified Eagle’s medium (HyClone) containing 10% fetal bovine serum, 100 µg/ml penicillin and 100 μg/ml streptomycin under standard culture conditions (37 °C, 5% CO_2_). Atrial fibroblasts were isolated by removing atrial myocytes through the selective adhesion of nonmyocytes at a 1.5 h preplating interval. Atrial fibroblasts and atrial myocytes were treated when the cell confluence reached 70–80% and were used in our experiments.

### Exosome isolation and labeling

Exosomes were isolated from the atrial myocytes supernatant by ultracentrifugation. The cell culture supernatant was centrifuged at 300×*g* for 10 min, 2,000×*g* for 10 min, and 10,000×*g* for 30 min, followed by filtration through a 0.22 μm filter to eliminate cells, dead cells, and cellular debris. For exosomes purification, the supernatant was ultracentrifuged at 100,000×*g* for 70 min, followed by an additional washing step of the exosome pellet with PBS and centrifugation at 100,000×*g* for 70 min (Ultracentrifuge, Beckman Coulter, L8-70 M).

Exosomes were isolated and purified from serum using ExoQuick exosome precipitation solution (System Biosciences, EXOQ20A) according to the manufacturer’s instructions.

The protein content was measured using a BCA protein assay (Thermo Scientific). Atrial myocytes-derived exosomes were analyzed for the presence of the exosomal marker proteins ALIX, CD63 and CD81 using Western blot, and the relative expression levels of miR-210-3p and exosomal miR-210-3p were determined using qRT-PCR. For exosome uptake experiments, exosomes were observed and imaged using a Philips CM12 electron microscope (FEI Company) operated at 60–120 kV and equipped with a digital camera. Atrial myocyte-derived exosomes were labeled with the PKH67 Green Fluorescent Cell Linker Kit (Sigma, Aldrich) according to the manufacturer’s protocol.

### Transfection

Atrial myocytes were transfected with mimic, inhibitor and (negative control) NC of miR-210-3p using Lipofectamine 2000, and the culture supernatant was collected for exosome isolation. The miR-210-3p mimic, miR-210-3p inhibitor, siRNA-GPD1L and siRNA-NC were synthesized by GenePharma (Shanghai, China). The transfected atrial myocytes were subjected to tachypacing for 24 h, and an atrial myocyte pacing culture system (C-PACE100™, Ionoptix Corp, Milton, MA) was used to culture and pace the cells with a pacing frequency of 5 Hz.

### Cell counting kit-8 assay

The CCK-8 assay was performed by inoculating atrial fibroblasts into 96-well plates. Then, the exosomes or reagent-containing medium was added to the cells for further culture (field preparation when in use). After 24 h culture in the incubator, 10 μl CCK-8 reagent (Sigma, USA) were added to the fresh medium of each well. the absorbance at 450 nm was measured by an enzyme-labeled instrument. The absorbance was measured once every 0.5 h and 4 times for 3 days.

### Immunofluorescence staining

Atrial fibroblasts were fixed with 4% paraformaldehyde for 20 min at room temperature and then permeabilized with 0.5% Triton X-100 for 20 min at room temperature. The primary antibodies used in this experiment were incubated at 4 ℃ overnight, as follows: alpha-smooth muscle actin (α-SMA) antibody (1:100, Abcam, US) and then incubated with the following secondary antibodies (Beyotime, China, 1:200) for 90 min at room temperature. Nuclei were stained with DAPI (Beyotime, China). Cells were observed using a laser scanning confocal microscope (100x, ZEISS 510S, Germany).

### Quantitative reverse transcription-PCR (qRT-PCR)

Total RNA was extracted with RNA extraction kit (Axygen, USA) according to the manufacturer’s instructions. The rnomiR-210-3p and Collagen I, α-SMA, and TGFβ1 mRNA levels were determined using a standard SYBR Green PCR kit (Roche, Switzerland) and an Applied Biosystems 7500 Real-Time PCR System (Applied Biosystem, USA). GAPDH (for mRNAs) and U6 (for miRNAs) were used as internal controls. GPD1L-specific primers were obtained from Comate Bioscience. The miR-210-3p-, miR-449-, miR-200a-, miR-320-, miR-22-, and U6-specific primers were prepared using Bulge-Loop miRNA qRT‒PCR primers (RiboBio). Data were analyzed using the comparative 2^(−ΔΔCT)^ method to quantify relative gene expression. The mRNA primers are listed in Additional file 1: Table S1.

### Western blot analysis

Total protein was extracted from cultured atrial fibroblasts or myocardial tissues, and the concentrations of the proteins were determined using a BCA Protein Assay Kit. Equal concentrations of proteins were resolved on 10% SDS-PAGE gels and subsequently transferred to PVDF membranes. After blocking with 5% skim milk for 1.5 h, the membranes were incubated with primary antibodies against ALIX (1:500, Abcam, ab232611), CD63 (1:500, Abclonal, A5271), CD81 (1:500, Abcam, ab109201), α-SMA (1:1000, Abcam, ab124964), Collagen I (1:1000, Abcam, ab260043), Collagen III (1:1000, Proteintech, 22,734–1-AP), GPD1L (1:1000, Proteintech, 17,263–1-AP), PI3K (1:1000, CST, 4249), AKT (1:1000, CST, 9271S), PAKT (1:1000, CST, 473S) and GAPDH (1:1000, Cell Signaling Technology, 97,166) at 4 °C overnight. The membranes were then incubated with a secondary antibody at room temperature for 1 h. Chemiluminescent signals were developed with an ECL kit and detected using a ChemiDoc XRS gel documentation system (Bio-Rad, Hercules, CA, USA). The results are reported as fold changes after normalizing the data to the control values.

### Dual-Luciferase assay

Target genes for miR-210-3p were predicted and overlapped using three algorithms: TargetScan, miRanda, and miRDB. For luciferase assays, HEK293 cells were cultured in 6-well plates and cotransfected with wild-type or mutant GPD1L 3′-UTR reporters (0.1 μg) and a miR-210-3p expression plasmid or empty vector. Luciferase activities were measured 48 h after transfection using the Dual-Luciferase reporter assay system (Promega) according to the manufacturer’s instructions.

### RNA-Seq analysis

The exosomal miRNA-seq analysis was performed using the BGISEQ-500 platform (BGI-Shenzhen, China). Furthermore, DEG-seq was used to analyze the differentially expressed miRNAs among all groups. A *P* value < 0.05 and log2 (fold change) > 1 were considered statistically significant. Then, atrial fibroblasts were transfected with si-NC or si-GPD1L, and WT or KO rat hearts were treated according to the manufacturer’s protocol. The mRNA-seq analysis was performed using the Illumina platform (Illumina, USA) with paired-end reads of 150 bp at RiboBio Co., Ltd. (Ribobio, China). 

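The authors deposited a comparison of atrial fibroblasts transfected with si-GPD1L with those transfected with si-NC, and in the authors' deposited table 1209 genes had a q-value under 0.05. With an absolute log2 fold change over 1 as well, the authors' deposited table held 400 genes, of which 348 were higher and 52 lower in si-GPD1L. These deposited values were recomputed from the deposited gene counts with edgeR's classic exact test, its default normalization, common and tagwise dispersions and no filter on low counts. The largest difference from the deposited log2 fold changes was 1.99e-11, and the largest difference from the deposited q-values was 4.63e-10. With genes of low count left out by edgeR's filterByExpr and the quasi-likelihood test used instead, 14852 genes were tested. Of the 400 genes in the authors' list, 300 were among the genes tested and 100 were not. Both analyses put 239 genes past both thresholds, and 1 gene was past both only in the quasi-likelihood test.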

The differentially expressed genes were identified based on an adjusted P value < 0.05 and log2 (fold change) > 1 using edge R software.

### GO and KEGG analyses

The differentially expressed mRNAs were analyzed using Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway databases. 

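The authors' deposited Gene Ontology table covers 3118 biological process terms for 232 annotated genes against a background of 17943 genes. Fisher's exact test (one-sided) was recomputed from the counts in this table, with Benjamini-Hochberg adjustment over its terms, and 217 terms had an adjusted p-value under 0.05. The term with the smallest p-value was response to virus, with 43 of the 232 genes where 3.63 were expected by chance (adjusted p = 2.97e-30, Fisher's exact test). Defense response to virus followed with 36 genes where 2.74 were expected (adjusted p = 9.28e-27, Fisher's exact test). Response to interferon-beta held 17 genes where 0.569 were expected (adjusted p = 1.72e-18, Fisher's exact test). Antigen processing and presentation of endogenous peptide antigen via MHC class I held 14 genes where 0.388 were expected (adjusted p = 1.16e-16, Fisher's exact test). The MHC class I genes of the rat include near-identical copies, whose reads the authors' counting could have split.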

The GO analysis included the molecular functions, cellular components and biological processes of genes. The biological functions of these genes were further annotated by KEGG pathways. A *P* value < 0.05 was considered statistically significant.

### Statistical analysis

All data were analyzed using GraphPad Prism 7.0 software. Continuous variables are presented as means ± standard deviation. The significance of differences between groups was evaluated using an unpaired Student’s t test, and the differences between multiple groups were analyzed using one-way ANOVA followed by Tukey’s tests. A *P* value < 0.05 was considered statistically significant. The statistical analysis of clinical characteristics involved in the human study was performed using SPSS 17.0. Categorical variables are presented as numbers and percentages. If the values displayed a normal distribution, the independent sample t test was used. Otherwise, the nonparametric Kruskal–Wallis test was used.

## Results

### Characterization of atrial myocyte-derived exosomes and the effect of exosomal miRNAs

Previous studies have shown that exosomes play critical roles in cardiac fibroblast proliferation and angiogenesis [16]. Exosomes contain and transport miRNAs associated with various intercellular communications. Exosomes were isolated from conditioned media collected from control and tachypacing atrial myocytes, and the obtained fraction was characterized using transmission electron microscopy to assess the potential role of atrial myocyte-derived exosomes in rats (Fig. 1A). Transmission electron micrographs showed that conditioned media from atrial myocytes contained predominantly exosome-sized (< 100 nm in diameter) particles. Western blot confirmed the presence of the exosome-associated protein markers ALIX, CD63 and CD81. Furthermore, the number of exosomes present in conditioned media of tachypacing atrial myocytes was significantly increased compared with the control group (Fig. 1B, C). Finally, we investigated whether exosomes were transferred between atrial myocytes and atrial fibroblasts. Exosomes were isolated from conditioned media of atrial myocytes and labeled with the fluorescent membrane marker PKH67. Exosomes (2 µg) were cocultured with atrial fibroblasts for analysis using confocal microscopy (Fig. 1D). Atrial myocyte-derived exosomes were transferred into atrial fibroblasts. We transfected atrial myocytes with si-Dicer enzyme and isolated exosomes, and 2 µg of exosomes were added to 1 × 10^5^ recipient atrial fibroblasts and incubated for 48 h to test the potential function of atrial myocyte-derived exosomal miRNAs. We also assessed the levels secreted collagen I and collagen IIIand the mesenchymal cell marker α-SMA. The levels of the collagen I, collagen IIIand α-SMA proteins were decreased in the group transfected with si-Dicer compared to the tachypacing group (Fig. 1E, F). Immunofluorescence staining showed a decrease in the expression of the fibrotic marker α-SMA in the si-Dicer treatment group. However, the opposite effects on the expression of these proteins were observed in the tachypacing group (Fig. 1G). As a result, miRNAs may play critical roles in the profibrotic process. We also verified that atrial fibroblasts treated with exosomes secreted from tachypacing atrial myocytes displayed significantly increased fibrotic protein expression levels compared with untreated atrial fibroblasts (Additional file 2: Figure S1A, B). At the same time, we also suggested that the expression levels of fibrotic protein was significantly increased in atrial fibroblasts compared with the atrial myocytes (Additional file 2: Figure S1C, D).

**Fig. 1:**
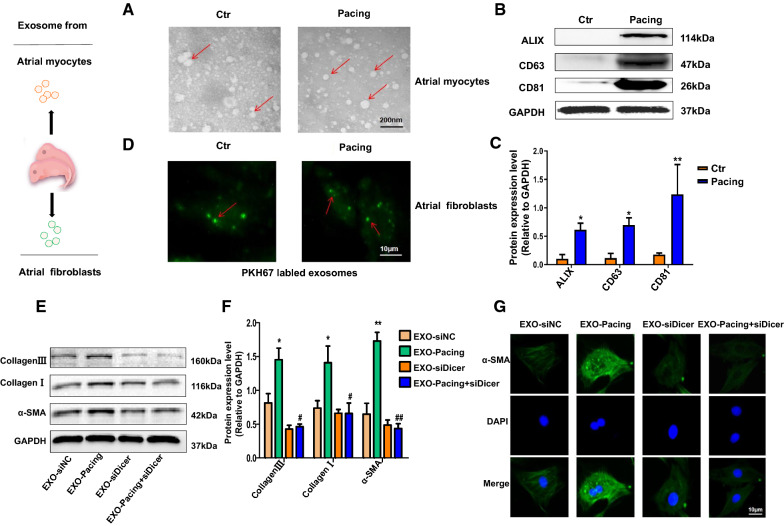
Atrial myocytes secrete exosomes and exert a profibrotic effect through their miRNA cargo. **A** Electron microscopy image of atrial myocyte-derived exosomes. The image shows small vesicles approximately 100 nm in diameter; scale bar: 200 nm. **B**, **C** Western blot characterization of atrial myocyte-derived exosomes based on the expression of the exosomes markers ALIX, CD63 and CD81 (*P < 0.05 and **P < 0.01 compared with the Ctr group). **D** Confocal imaging analysis of exosomes uptake experiment. Purified atrial myocyte-derived exosomes were labeled with PKH67 (green), and incubated with atrial fibroblasts. Scale bar: 10 μm. **E**, **F** Western blot analysis of the expression levels of collagen I, collagen IIIand α-SMA in atrial fibroblasts treated with atrial myocytes-derived exosomes. (*P < 0.05 and **P < 0.01 compared with EXO-siNC; #*P* < 0.05 and ##*P* < 0.01 compared with EXO-Pacing). **G** Immunofluorescence staining showing the relative expression levels of α-SMA (green) in atrial fibroblasts; nuclei were stained with DAPI (blue). Scale bar: 10 μm

### Sequence analysis of miRNA expression profiles in exosomes derived from atrial myocytes and serum from patients with AF

We profiled miRNA sequences to identify differentially expressed miRNAs in exosomes that might account for their functions related to the progression of AF. Exosomes were purified from control primary atrial myocytes and tachypacing primary atrial myocytes (5 Hz, 24 h). We identified 91 differentially expressed miRNAs and 41 upregulated miRNAs (Fig. 2A). Furthermore, serum exosomes were purified from 3 patients with SR and 3 patients with AF, and 78 miRNAs were differentially expressed (Fig. 2B). Five miRNAs were upregulated in exosomes of atrial myocytes and serum from patients with AF: miR-22, miR-200a, miR-449 miR-320 and miR-210-3p. These 5 differentially expressed miRNAs were selected and analyzed using qRT-PCR to confirm the sequencing results (Fig. 2C). Subsequently, we showed that EXO-Pacing + miR-200a inhibitor did not significantly inhibit atrial fibroblast activation and collagen deposition compared with the EXO-Pacing group (Additional file 2: Figure S2A, B). Furthermore, the GO enrichment analysis of the differentially expressed exosomal miR-210-3p derived from atrial myocytes revealed the enrichment of proteins related to fibroblast growth factor-activated receptor activity (Additional file 2: Figure S3A, B). The miR-210-3p expression level was significantly increased in exosomes from tachypacing atrial myocytes compared with the control group. Moreover, we collected serum from patients, and the clinical characteristics are presented in Additional file 1: Tables S2-S4. Similar results were obtained for exosomes from patient serum (Fig. 2D). Compared with the SR group, the atrial diameter of patients with AF was significantly increased (Additional file 1: Table S3). We detected miR-210-3p expression levels in atrial myocytes, atrial fibroblasts and exosomes to determine whether miR-210-3p was derived from atrial myocytes and transferred into atrial fibroblasts by exosomes. The results showed significant increases in miR-210-3p expression in both atrial myocytes and atrial myocyte-derived exosomes (Additional file 2: Figure S4A, B). However, the expression levels of miR-210-3p in atrial fibroblasts and atrial fibroblast-derived exosomes were not significantly different from those in the control group (Additional file 2: Figure S4C, D). In addition, atrial myocyte-derived exosomes were cocultured with conditioned medium from atrial fibroblasts. This finding indicates that miR-210-3p is transported between atrial myocytes and atrial fibroblasts by exosomes (Additional file 2: Figure S4E).

**Fig. 2:**
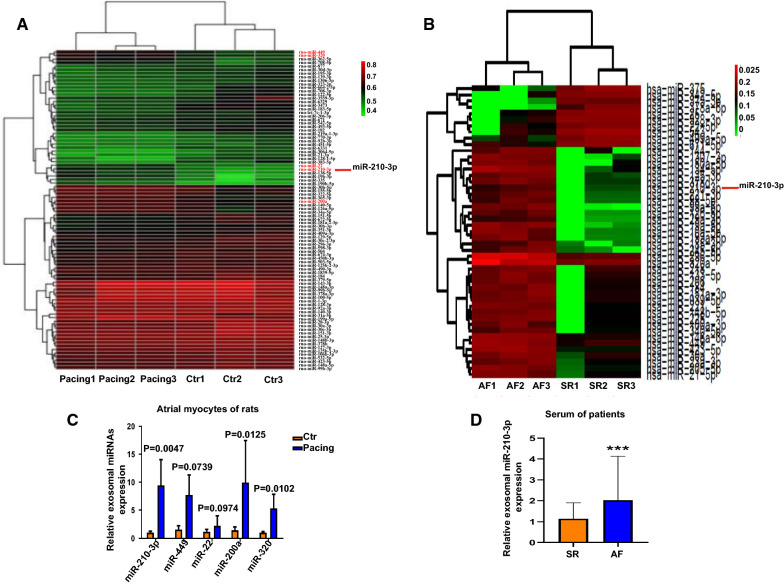
miRNA profiles of atrial myocytes and patient serum-derived exosomes. **A** Sequencing of differentially expressed exosomal miRNAs between the tachypacing and control groups of atrial myocytes. **B** Sequencing of differentially expressed exosomal miRNAs between AF and SR groups of patients. **C** qRT‒PCR of selected differentially expressed miRNAs in atrial myocyte-derived exosomes. **D** miR-210-3p was detected in exosomes of patient serum (***P < 0.001 compared with the SR group)

### Atrial myocyte-derived exosomes promote atrial fibroblast proliferation and collagen synthesis, an effect that is attenuated by a miR-210-3p inhibitor

Atrial fibrosis controls the development of AF by regulating structural remodeling [17]. The mechanisms leading to atrial fibrosis are complex and are specifically involved in the activation of atrial fibroblasts into myofibroblasts [18]. We first verified the transfection efficiency of the miR-210-3p mimic and inhibitor to determine whether exosomal miR-210-3p has important functions, and the results are shown in Additional file 2: Figure S4F. We transfected atrial myocytes with the miR-210-3p inhibitor for 24 h and then subjected atrial myocytes to tachypacing for 24 h. Next, 2 µg of exosomes were added to 1 × 10^5^ recipient atrial fibroblasts and incubated for 48 h before a cell proliferation assay was conducted. We also evaluated the expression levels of the fibrotic marker TGFβ1, secreted Collagen I, and mesenchymal cell marker α-SMA. We found that atrial fibroblasts treated with post-tachypacing exosomes exhibited significantly increased mRNA (Additional file 2: Figure S4G-I) and protein (Additional file 2: Figure S5A-C) levels of α-SMA, Collagen I, and TGFβ1, while atrial fibroblasts treated with the exosome inhibitor exhibited significantly decreased mRNA (Additional file 2: Figure S4G-I) and protein levels (Additional file 2: Figure S5A-C). The proliferation rate of atrial fibroblasts was analyzed by performing a CCK-8 assay, and atrial fibroblasts treated with miR-210-3p inhibitor displayed decreased viability (Additional file 2: Figure S5D). Conversely, atrial fibroblasts treated with postpacing exosomes exhibited increased cell viability. Similar results were obtained from the immunofluorescence analysis (Additional file 2: Figure S5E). Based on these results, exosomal miR-210-3p plays a critical role in the profibrotic process.

### AgomiR-210-3p exacerbates atrial fibrosis and AF development in rats

We detected miR-210-3p levels in the left atrium of rat hearts to investigate whether atrial myocyte-derived exosomal miR-210-3p is crucially involved in atrial fibrosis development, and miR-210-3p expression was significantly increased in the left atrium of rats treated with AgomiR-210-3p compared with that in control rats (Fig. 3A). Furthermore, we evaluated cardiac structure and function using echocardiography (Fig. 3B, C). Compared with the control and NC groups, LAD was increased in scrambled AgomiR-210-3p-injected rats. The ECG recordings of rats obtained during atrial electrophysiology studies are shown in Fig. 3D. Consistently, the average incidence of AF was increased in rats injected with AgomiR-210-3p compared to the control and NC groups (Fig. 3E). We also assessed the degree of atrial fibrosis by evaluating the expression levels of the fibrotic marker TGFβ1, the secreted Collagen I, and the mesenchymal cell marker α-SMA. Western blot (Fig. 3F, G) showed increased levels of the TGFβ1, α-SMA and Collagen I proteins in the AgomiR-210-3p group. These findings revealed that AgomiR-210-3p promotes atrial fibrosis leading to AF in rats.

**Fig. 3:**
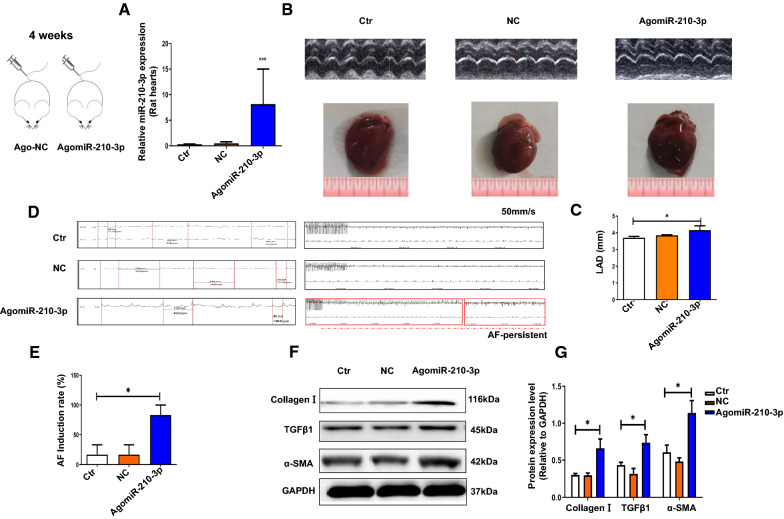
Effects of AgomiR-210-3p on atrial function and structure in rats. **A** qRT-PCR analysis of the expression of miR-210-3p in the rats heart (n = 7; ***P < 0.001 compared with the Ctr and NC groups). **B** Representative echocardiographic images captured 4 weeks after the AgomiR-210-3p infusion treatment. **C** The LAD were calculated at 4 weeks in rats (n = 7; *P < 0.05). **D** Representative electrocardiogram (ECG) traces after atrial burst pacing (left) at 3000 beats/min. **E** Probability of AF induction by atrial burst pacing of the induced AF episodes (n = 7; *P < 0.05). **F**, **G** TGFβ1, α-SMA and Collagen I protein levels were determined in atrial tissues (n = 7; *P < 0.05)

### Knockout of miR-210-3p prevents Ang II-induced AF occurrence and persistence by attenuating atrial fibrosis in rats

We identified whether administration of KO-miR-210-3p decreased Ang II infusion-induced atrial fibrosis in vivo to further confirm the role of miR-210-3p in the development of cardiac fibrosis. We evaluated cardiac structure and function using echocardiography (Fig. 4A). As shown in Fig. 4B, the LAD was substantially increased in rats from the WT + Ang II group compared with the KO-miR-210-3p + Ang II group. We also assessed the levels of EF% and FS%, but the differences were not significant. Thus, miR-210-3p KO ameliorates the atrial dysfunction induced by Ang II infusion. The ECG recordings of the rats during electrophysiology studies are shown in Fig. 4C. Consistently, the incidence of AF was increased in rats treated with Ang II compared to the KO-miR-210-3p + Ang II group (Fig. 4D). In addition, the duration of AERP is shown in Fig. 4E; however, the difference was not significant. Furthermore, the AF induction rates were significantly increased in the WT + Ang II group compared with the KO + Ang II group. Collagen deposition was assessed using Masson's trichrome staining and HE staining, and the fibrotic areas of WT + Ang II rats were significantly increased compared with those of KO + Ang II rats (Fig. 4F−I). qRT-PCR results showed that miR-210-3p expression decreased in the heart, liver, spleen, and kidney of KO rats (Additional file 2: Figure S6A). The Western blot (Additional file 2: Figure S6B, D), qRT-PCR (Additional file 2: Figure S6C) and immunohistochemistry (Additional file 2: Figure S6E, F) results showed that miR-210-3p KO downregulated fibrosis-related protein and mRNA expression levels in rats. miR-210-3p KO in hearts treated with Ang IIto induce atrial fibrosis reversed the Ang II-induced profibrotic effect, suggesting a potential therapeutic use.

**Fig. 4:**
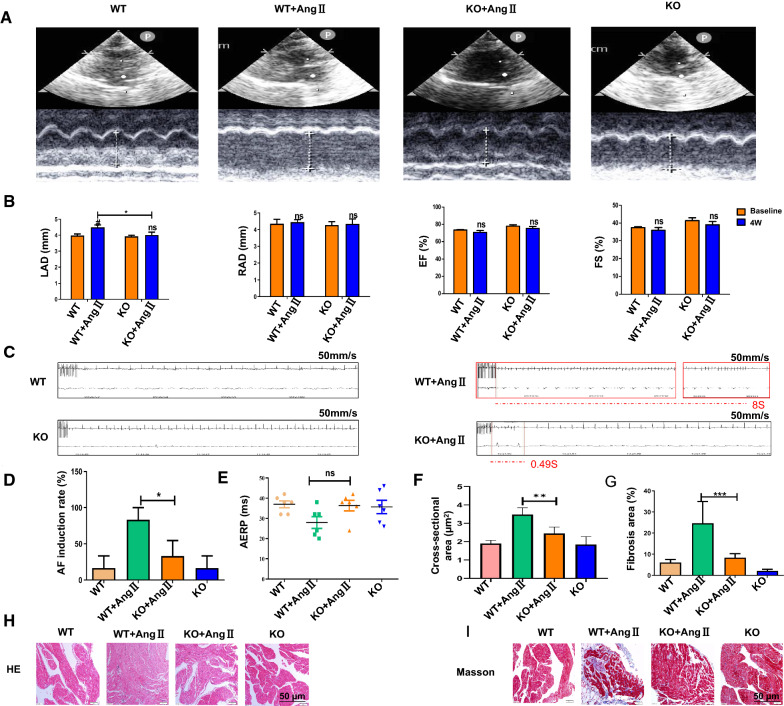
Effect of miR-210-3p KO on cardiac features and function in Ang II-infused rats. **A** Representative echocardiographic images captured 4 weeks after the Ang II infusion in rats that received KO-miR-210-3p treatment. **B** The LAD was calculated at 4 weeks in rats (n = 7; *P < 0.05 for the comparison of the WT + Ang II and KO + Ang II groups). The EF%, FS% and RAD calculated at 4 weeks in rats (n = 7; ns for the comparison between the WT + Ang II and KO + Ang II groups). **C** Representative ECG traces after atrial burst pacing (left) at 3000 beats/min. **D** Probability of AF induction by atrial burst pacing of the induced AF episodes (n = 7; *P < 0.05 for the comparison of the WT + Ang II and KO + Ang II groups). **E** AERP measurement in rats (n = 7; ns for the comparison of the WT + Ang II and KO + Ang II groups). **F** The atrial myocyte cross-sectional area was calculated with Image J software. Scale bar: 50 μm (n = 7; **P < 0.01). **G** Atrial fibrosis (the ratio of the fibrotic area to total atrium area) was measured using Image J software. Scale bar: 50 μm (n = 7; ***P < 0.001). **H** Representative images of HE staining of atrial samples; the results are graphed for representative bright field images. **I** Representative images of Masson’s trichrome staining of atrial samples

### GPD1L is a target of miR-210-3p in atrial fibroblasts

Exosomal miRNAs regulate the atrial function and structure by directly targeting genes [10]. We utilized TargetScan, miRanda and miRDB to identify the potential binding sites for miR-210-3p and investigate the molecular mechanism underlying the effects of miR-210-3p on AF; among them, glycerol-3-phosphate dehydrogenase 1-like (GPD1L) was strongly silenced and was a very interesting candidate (Fig. 5A). Additionally, small RNAs were extracted and analyzed by RNA-Seq, the expression of 8 genes was upregulated in atrial tissue of KO rats, Col11a2 was associated with cardiac fibrosis (Fig. 5B). qRT-PCR showed that the binding of GPD1L with miR-210-3p have a more significant difference compared with Col11a2 in atrial myocytes, as shown in Fig. 5C and D. Furthermore, GPD1L protein expression levels were downregulated in the mimic-miR-210-3p group, but were upregulated in the inhibitor-miR-210-3p group compared to the NC group in atrial myocytes (Fig. 5E). The GPD1L protein expression levels were also detected in rats, and the results showed that GPD1L protein expression was upregulated in the KO-miR-210-3p group compared to the WT group (Fig. 5F). In addition, we treated tachypacing atrial myocytes-derived exosomes with conditioned medium from atrial fibroblasts, and GPD1L expression was significantly downregulated in the Exo-Pacing group compared with the control group (Fig. 5G). Based on these results, miR-210-3p affects GPD1L expression by blocking translation. The wild-type sequence (WT-GPD1L) and mutated sequence (MUT-GPD1L) of the putative miR-210-3p binding site in the GPD1L 3’UTR were cloned into a luciferase vector to confirm whether GPD1L is a target gene of miR-210-3p (Fig. 5H). A dual-luciferase reporter assay showed that luciferase activity was significantly upregulated after cotransfection with the miR-210-3p mimic and the reporter vector containing the wild-type GPD1L promoter, while no significant change was observed with the mutant GPD1L promoter (Fig. 5I).

**Fig. 5:**
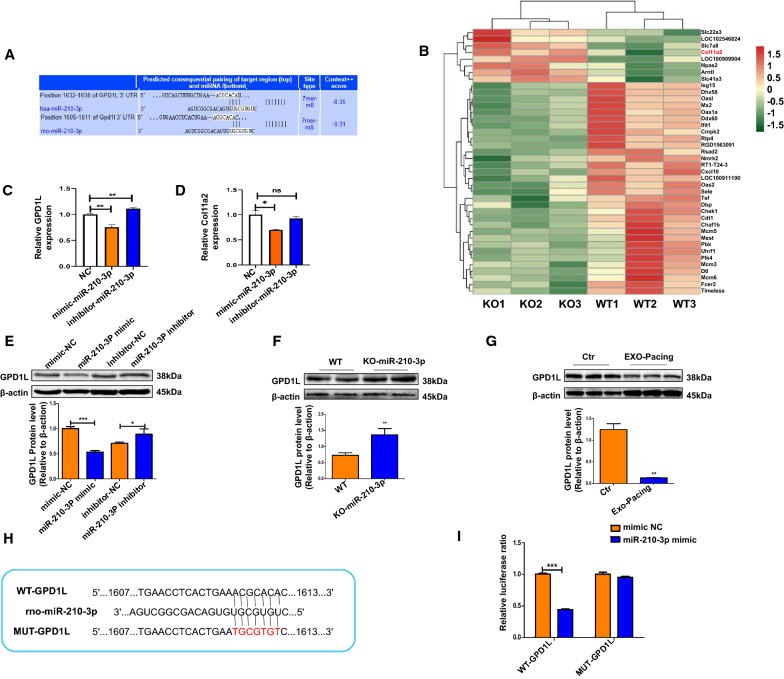
GPD1L is a target of miR-210-3p and may mediate its effects on fibrosis. **A** The site predicted GPD1L as a target gene. **B** RNA-Seq analysis of the differentially expressed mRNAs in the WT and miR-210-3p KO groups of rat hearts. Levels of the GPD1L (**C**) and Col11a2 (**D**) mRNAs were analyzed in atrial myocytes by qRT-PCR (*P < 0.05 and **P < 0.01). **E** The GPD1L protein expression level in the mimic and inhibitor groups of atrial myocytes (*P < 0.05 compared with the inhibitor NC; ***P < 0.001 compared with the mimic NC). **F** The GPD1L protein expression level in WT and KO groups of rats (n = 7; *P < 0.05). **G** The GPD1L protein expression level in atrial fibroblasts treated with atrial myocyte-derived exosomes in Ctr and EXO-Pacing groups (***P < 0.001). **H** Wild-type sequence (WT-GPD1L) and mutated sequence (MUT-GPD1L) for the miR-210-3p binding site. **I** Dual-luciferase expression is shown for GPD1L (***P < 0.001 compared with mimic NC)

### miR-210-3p promotes the proliferation of and collagen synthesis by atrial fibroblasts by targeting GPD1L

GPD1L, also known as glyceraldehyde-3-phosphate dehydrogenase, plays an important role in metabolism. Previous studies have shown that GPD1L mutations can cause arrhythmias such as Brugada syndrome [19]. GPD1L can significantly inhibits cell proliferation and migration and promotes cell apoptosis [20]. We explored whether miR-210-3p promoted atrial fibroblast proliferation and activation by directly targeting GPD1L. First, we analyzed the expression levels of fibrotic proteins (Additional file 2: Figure S8A, B) and mRNAs (Additional file 2: Figure S8C) in the si-NC and si-GPD1L groups. Then, we silenced GPD1L in atrial fibroblasts using siRNAs (Fig. 6A). GPD1L-OE (plasmid overexpressing GPD1L) and the miR-210-3p mimic were transfected in atrial fibroblasts for 24 h. Moreover, the protein (Fig. 6B, C) expression of Collagen III, TGFβ1 and α-SMA was significantly upregulated in the miR-210-3p mimic group compared with the miR-210-3p mimic + GPD1L-OE group. The expression of the α-SMA, collagen I and TGFβ1 mRNAs was upregulated in the miR-210-3p mimic group compared with the miR-210-3p mimic + GPD1L-OE group (Fig. 6D). CCK-8 assays showed that the miR-210-3p mimic substantially increased cell viability compared to the miR-210-3p mimic + GPD1L-OE group (Fig. 6E). Changes in α-SMA expression were further verified by immunofluorescence staining (Fig. 6F). In general, our results indicate that miR-210-3p regulates the atrial fibroblast proliferation, activation and collagen synthesis by targeting GPD1L.

**Fig. 6:**
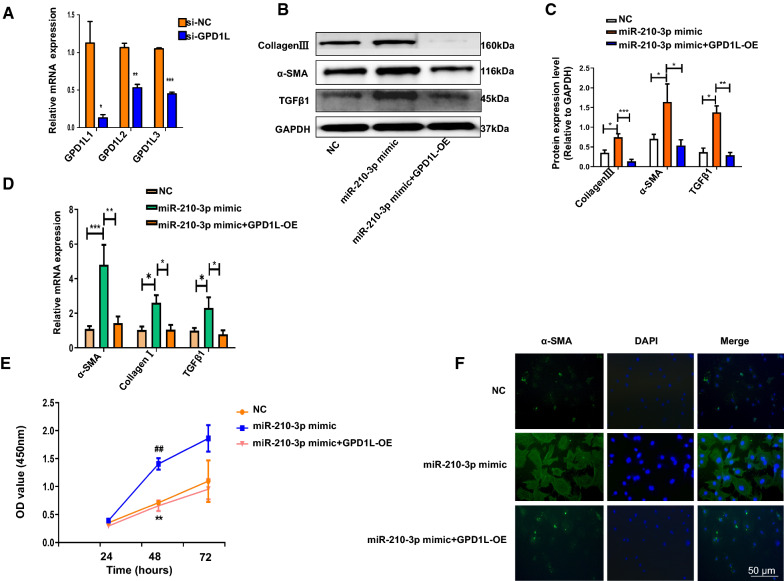
miR-210-3p promotes fibroblast proliferation and collagen synthesis by targeting GPD1L. **A** GPD1L was silenced by siRNAs in atrial fibroblasts. The protein **B**, **C** expression levels of Collagen III, TGFβ1 and α-SMA and mRNA (**D**) expression levels of α-SMA, Collagen I and TGFβ1 in atrial fibroblasts (*P < 0.05, **P < 0.01, and ***P < 0.001). **E** CCK8 assay to detect the effect of miR-210-3p and GPD1L on the proliferation of atrial fibroblasts (##*P* < 0.05 compared with NC, **P < 0.05 compared with miR-210-3p mimic + GPD1L). **F** Immunofluorescence staining to detect the relative expression levels of α-SMA (green) and DAPI (blue) in atrial fibroblasts. Scale bar: 50 μm

### GPD1L regulates atrial fibroblast proliferation and activation via the PI3K/AKT pathway

We performed RNA-Seq (Additional file 2: Figure S7A, B) and KEGG pathway (Fig. 7A) analyses to determine whether the PI3K/AKT signaling pathway was associated with GPD1L-mediated fibrosis and investigate the molecular mechanism underlying the effects of miR-210-3p on atrial fibroblast proliferation and activation. 

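RNA-Seq was performed on rat atrial fibroblasts transfected with a non-targeting siRNA (si-NC) or with siRNA against GPD1L (si-GPD1L). The fibroblasts were taken 24 h after transfection according to the sample labels, with 3 libraries in each group. The authors deposited the number of reads counted on each gene, without normalization, together with TPM values, and the paper's text does not name the aligner, the counting program or the genome build. The counts summed to 18428551, 17467880 and 18900501 in si-NC replicates 1, 2 and 3, and to 16892255, 20149732 and 18547206 in si-GPD1L replicates 1, 2 and 3. Col1a1 was the gene with the most counts in each library, with 3.39% to 4.56% of the counts in si-NC and 4.86% to 4.99% in si-GPD1L. The libraries of a group differed by more than sampling noise in every pair, with a chi-square per degree of freedom of 9.01 to 29.9 between si-NC libraries and 4.12 to 6.22 between si-GPD1L libraries, so each was kept as a separate sample. The counts were normalized by edgeR's trimmed mean of M-values (TMM) method, with factors from 0.994 to 1.01, and the groups were compared with its quasi-likelihood test. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Whether the digit ending si-GPD1L1, si-GPD1L2 and si-GPD1L3 numbers replicates of 1 siRNA or different siRNAs is not stated in the paper's text, and the 3 libraries were treated as replicates.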

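Gpd1l (NCBI gene 363159) lies on the minus strand of chromosome 8 from 122957570 to 122987236 in the coordinates of the deposited gene table, whose genome build is not named in the paper's text. Its raw counts were 265, 314 and 321 in the 3 si-NC libraries and 202, 229 and 303 in the 3 libraries labelled si-GPD1L. The normalized count was 302 ± 36.3 (SD, n = 3) in si-NC and 244 ± 51.3 (SD, n = 3) in si-GPD1L, a log2 fold change of -0.31 (standard error 0.15, adjusted p = 0.234 from edgeR's quasi-likelihood test). The 95% confidence interval of the fold change covers 64.5% to 100.5% of the si-NC level. An exact permutation test of the normalized counts gave a two-sided p = 0.20, where 0.10 is the smallest p that 3 libraries against 3 allow. The normalized count of si-GPD1L replicate 3 was 302.4 and lay inside the si-NC range of 262 to 332, so the fall of the target was not seen in every library labelled si-GPD1L. Without si-GPD1L replicate 3, the log2 fold change of Gpd1l was -0.50 (adjusted p = 0.0733 from the same test), and adjusted p-values over the alternatives ranged from 0.0604 to 0.579.

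**Figure D1:**
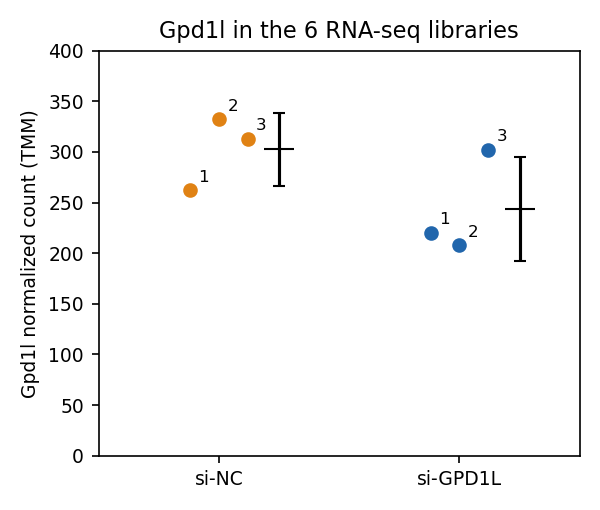
TMM-normalized RNA-seq counts of Gpd1l (vertical axis, from 0) in the 3 si-NC and 3 si-GPD1L libraries. Points are single libraries with their replicate number, and bars beside them show the mean and SD of each group; si-GPD1L replicate 3 sits at 302.4, within the si-NC libraries.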

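Across the genes tested, 240 genes were past both thresholds of the paper in the libraries labelled si-GPD1L, of which 220 were higher and 20 lower than in si-NC. The 2 groups did not overlap for any of the 240 genes, and they did not overlap for 29.0% of all genes tested, where chance gives 10%. In 15 of the 240 genes every library of a group had 3 counts or fewer. The thresholds moved this number most, since 945 genes had an adjusted p-value under 0.05 whatever their fold change. The number of lower genes depended on single libraries, with 6 genes without si-GPD1L replicate 1 and 8 without si-GPD1L replicate 2. Among named genes with a mean of at least 50 normalized counts, the largest rise was that of Mx2, from 7.04 ± 1.95 (SD, n = 3) in si-NC to 4902 ± 559 (SD, n = 3) in si-GPD1L, a log2 fold change of 9.42 (standard error 0.16, adjusted p = 3.54e-12). Usp18 rose from 3.31 ± 3.10 to 1153 ± 149 normalized counts (log2 fold change 8.37, standard error 0.24, adjusted p = 1.73e-10), and Mx1 rose from 6.45 ± 2.66 to 2019 ± 382 (log2 fold change 8.28, standard error 0.22, adjusted p = 1.14e-10). Mx1 and Mx2 are paralogs whose reads the authors' counting could have split. Ddx60 rose by 8.00 on the log2 scale (standard error 0.24, adjusted p = 1.83e-10). Across the fits that left out 1 library, the log2 fold change ran from 7.64 to 9.10 for Ddx60 and from 7.94 to 9.44 for Usp18. The range was narrower for Mx1 (8.11 to 8.65) and Mx2 (9.22 to 9.61). Rtp4 had 3, 2 and 1 raw counts in si-NC, at or under the floor of 3 counts, and 442, 605 and 431 in si-GPD1L, which makes it at least 153.5-fold higher. The falls were smaller among protein-coding genes. Lipg fell by 1.39 on the log2 scale (standard error 0.21, adjusted p = 0.00171), Ptn fell by 1.32 (standard error 0.14, adjusted p = 8.38e-05) and Igfbp5 fell by 1.105 (standard error 0.21, adjusted p = 0.00724). The log2 fold change of Igfbp5 was -0.90 without si-NC replicate 3 and -0.93 without si-GPD1L replicate 1, short of the fold change threshold. Rn7sl1, a non-coding RNA with many near-identical copies, fell by 7.22, but its raw counts were 4584, 1331 and 35190 within si-NC and 7, 250 and 23 within si-GPD1L. These p-values are from edgeR's quasi-likelihood test.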

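For the PI3K/AKT pathway, 38 of 39 listed components, from the PI3K catalytic and regulatory genes to Akt1, Akt2, Mtor and the Foxo genes, passed the filter and were tested. Their median log2 fold change was 0.061, with the lowest at -0.44 and the highest at 0.38. As a set they did not differ between the groups (camera with an inter-gene correlation of 0.01, adjusted p = 0.440 over 6 lists), nor under an estimated correlation (adjusted p = 0.733) or the rotation test fry (adjusted p = 0.502). Without si-NC replicate 1, the median was -0.0025. A total of 2 components, Rictor and Irs2, had an adjusted p-value under 0.05 over all genes tested, the same number as when adjusted over the list alone, and 8 had an unadjusted p-value under 0.05. Rictor rose from 834 ± 10.4 to 1002 ± 25.2 normalized counts (SD, n = 3 in each group; log2 fold change 0.27, standard error 0.069, adjusted p = 0.0402 from edgeR's quasi-likelihood test). Irs2 rose from 735 ± 99.9 to 954 ± 58.02 (log2 fold change 0.38, standard error 0.099, adjusted p = 0.0445). The adjusted p-value of Rictor was not under 0.05 in 9 of its 14 alternatives (range 0.0107 to 0.211), and that of Irs2 was not in 6 of 14 (range 0.00173 to 0.204). Every fit that left out a si-GPD1L library was among them. Pik3ap1, the next component by p-value, had a log2 fold change of -0.41 (standard error 0.13, adjusted p = 0.0852). The adjusted p-value of Pik3ap1 was under 0.05 in 4 of its 14 alternatives (range 0.00873 to 0.308), the lowest without si-NC replicate 1. The RNA-Seq measures transcripts, while the paper measured the PI3K and AKT proteins and the phosphorylation of AKT by Western blot. The paper uses the RNA-Seq and KEGG analyses to ask whether the PI3K/AKT pathway is associated with GPD1L-mediated fibrosis. It presents the molecules of Fig. 7A as downstream of GPD1L, and then examines the pathway with GPD1L-OE and the PI3K inhibitor LY294002.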

GPD1L-OE and mimic-miR-210-3p were transfected into atrial fibroblasts for 24 h. Western blot analysis suggested that GPD1L-OE treatment significantly decreased the levels of PI3K and AKT phosphorylation (Figure S8D-F). Atrial fibroblasts were treated with the PI3K inhibitor LY294002 (20 μmol/L) 2 h prior to transfection. Western blot assays showed that treatment with LY294002 decreased the levels of the PI3K, AKT and P-AKT proteins compared with the si-GPD1L group (Fig. 7B, C), and the Collagen III, Collagen I and TGFβ1 protein levels (Fig. 7D, E) were decreased in the si-GPD1L + LY294002 group compared with the si-GPD1L group. Moreover, the mRNA (Additional file 2: Figure S8G-I) expression levels of α-SMA, collagen I and TGFβ1 were decreased in the si-GPD1L + LY294002 group compared with the si-GPD1L group. In addition, CCK-8 assays showed that cell viability was substantially decreased in the si-GPD1L + LY294002 group compared with the si-GPD1L group (Fig. 7F). Immunofluorescence staining showed a decrease in the expression of the fibrosis marker α-SMA in the si-GPD1L + LY294002 group (Fig. 7G). These findings confirm that exosomal miR-210-3p promotes atrial fibrosis-induced AF by targeting the GPD1L/PI3K/AKT pathway.

**Fig. 7:**
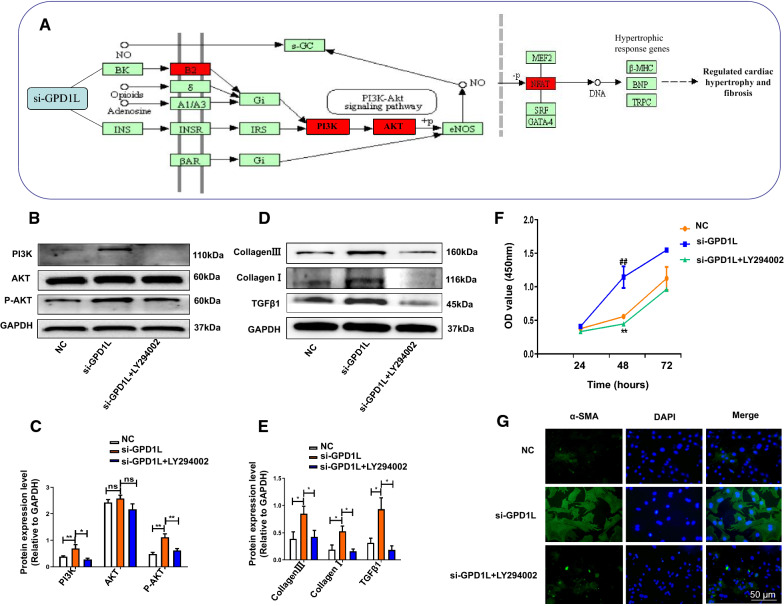
The miR-210-3p-mediated GPD1L/PI3K/AKT signaling pathway contributes to fibrosis and the changes are reversed by LY294002. **A** KEGG pathway analysis of signaling molecules downstream of GPD1L. **B**, **C** Western blot analysis of the levels of the PI3K, P-AKT and AKT proteins in atrial fibroblasts (*P < 0.05, **P < 0.01, and ***P < 0.001). **D**, **E** Western blot analysis of the levels of the TGFβ1, Collagen I and Collagen III proteins in atrial fibroblasts (*P < 0.05). **F** CCK-8 assay of atrial fibroblast proliferation (##*P* < 0.01 compared with NC and **P < 0.01 compared with si-GPD1L + LY294002). **G** Immunofluorescence staining showed the relative expression levels of α-SMA (green) and DAPI (blue) in atrial fibroblasts. Scale bar: 50 μm

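Fig. 7A shows the KEGG map of cGMP-PKG signaling, with the boxes B2, PI3K, AKT and NFAT marked in color. The authors' deposited KEGG table holds 190 terms for the annotated differentially expressed genes against a background of 8878 genes, and Fisher's exact test (one-sided) recomputed from its counts gave 27 terms with an adjusted p-value under 0.05. Epstein-Barr virus infection had the smallest p-value, with 29 genes where 3.33 were expected (adjusted p = 1.91e-17, Fisher's exact test). Herpes simplex virus 1 infection held 29 genes where 5.67 were expected (adjusted p = 1.63e-11, Fisher's exact test) and influenza A held 20 where 2.49 were expected (adjusted p = 2.56e-11, Fisher's exact test). The cGMP-PKG signaling pathway held 3 genes, Bdkrb2, Atp1b2 and Nfatc2, where 2.52 were expected (adjusted p = 0.947, Fisher's exact test). The PI3K-Akt signaling pathway held 2 genes, Ccnd1 and Il2rg, where 5.09 were expected (adjusted p = 0.992, Fisher's exact test), and ranked 185 of the 190 terms by p-value. Each of the 190 terms held a differentially expressed gene, so pathways without any are outside this rank and this adjustment.

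**Figure D2:**
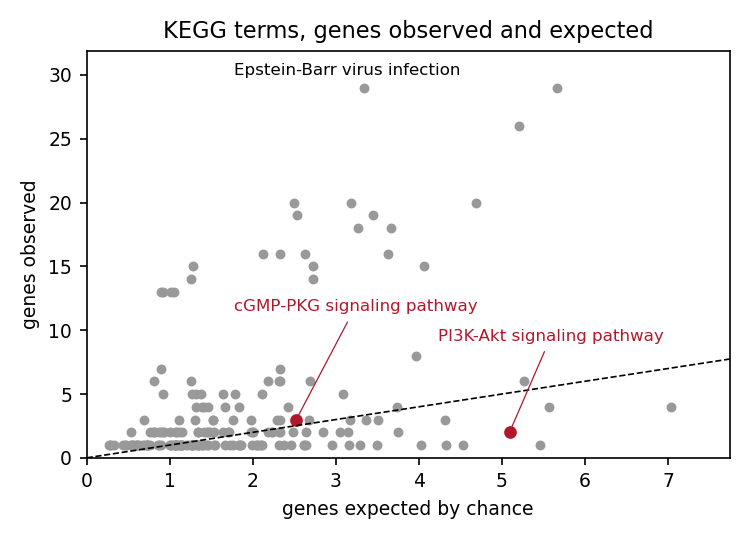
Number of genes observed (vertical axis) against the number expected by chance (horizontal axis) for the 190 KEGG terms of the deposited table. Each point is a term, the dashed line marks equal numbers, and the 2 red points are cGMP-PKG signaling (3 observed, 2.52 expected) and PI3K-Akt signaling (2 observed, 5.09 expected).

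In the gene counts, Bdkrb2, which encodes the bradykinin receptor B2, rose from 32.6 ± 7.74 normalized counts in si-NC to 83.7 ± 12.5 in si-GPD1L (SD, n = 3 in each group; log2 fold change 1.36, standard error 0.23, adjusted p = 0.00333 from edgeR's quasi-likelihood test). Of the NFAT genes, Nfatc1 rose from 527 ± 92.3 to 832 ± 132 normalized counts (log2 fold change 0.66, standard error 0.14, adjusted p = 0.0130), although its adjusted p-value was 0.0891 without si-GPD1L replicate 1 and 0.0621 without si-GPD1L replicate 2. Nfatc2 rose from 25.7 ± 9.40 to 53.2 ± 11.8 (log2 fold change 1.03, standard error 0.29, adjusted p = 0.0560), and its q-value in the authors' deposited table is 0.00482. Nfatc3 and Nfatc4 had log2 fold changes of 0.15 and 0.12 (adjusted p = 0.264 and 0.427). The log2 fold changes of the PI3K catalytic genes were -0.13 for Pik3ca, -0.27 for Pik3cb, 0.0039 for Pik3cd and -0.44 for Pik3cg, and those of the regulatory genes were -0.21 for Pik3r1, -0.086 for Pik3r2, -0.19 for Pik3r3 and 0.19 for Pik3r5. Akt1 and Akt2 had log2 fold changes of 0.066 and -0.027. No adjusted p-value of these 10 PI3K and AKT genes was under 0.05, and 2 of them had an unadjusted p-value under 0.05. The directions of Pik3cd, Pik3r5 and Akt2 changed when single libraries were left out, and that of Pik3cd also changed with upper-quartile normalization. Pik3r6 had at most 5 counts in any library and was not tested. Of the other genes listed for these 2 terms, Ccnd1 rose from 2425 ± 130.7 to 4974 ± 422 normalized counts (log2 fold change 1.04, standard error 0.081, adjusted p = 2.95e-06; 0.97 on the log2 scale without si-GPD1L replicate 1), Atp1b2 rose by 1.41 on the log2 scale (standard error 0.28, adjusted p = 0.0113) and Il2rg by 1.07 (standard error 0.32, adjusted p = 0.0675).

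**Figure D3:**
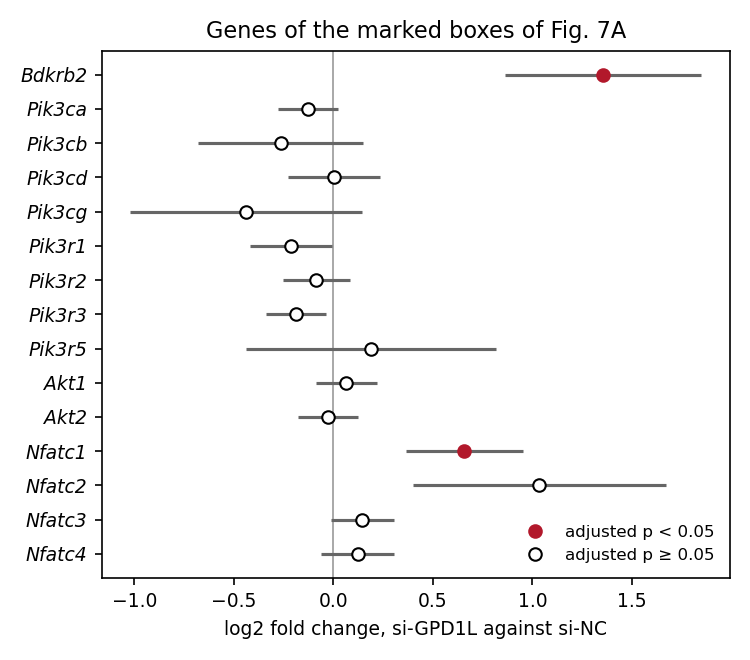
Log2 fold change of si-GPD1L against si-NC (horizontal axis) for 15 tested genes of the marked boxes of Fig. 7A. Points are estimates from 3 libraries in each group, lines are 95% confidence intervals, and filled points (Bdkrb2 and Nfatc1) have an adjusted p-value under 0.05.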

## Discussion

In this study, we identified a novel exosomal miRNA-mediated mechanism for communication between atrial myocytes and atrial fibroblasts. Considerable advances have been achieved toward an understanding of the role of exosomal miR-210-3p as a key molecule targeting GPD1L to promote fibroblast proliferation and excess collagen deposition via the PI3K/AKT signaling pathway and regulate adverse atrial remodeling in individuals with AF (Graphical Abstract).

Atrial fibrosis is the most crucial substrate to induce structural remodeling, which is considered the main cause of AF perpetuation [21]. Fibroblasts are the largest cell population in atrial tissues, and fibroblasts are activated into myofibroblasts [22]. These myofibroblasts secrete large amounts of extracellular matrix and show increased levels of migration [23]. Excessive deposition of extracellular matrix regulates fibroblast proliferation, migration and differentiation, which profoundly impair electrical conduction and exacerbate cardiac fibrosis related to heart failure and arrhythmias [24]. Paracrine mechanisms have been shown to regulate the crosstalk between fibroblasts and myocytes and may be associated with collagen synthesis during myocardial hypertrophy [25]. Exosomes are crucial factors involved in the process of fibrosis that regulate fibroblast proliferation and differentiation [26]. Our findings further indicate that exosomes are secreted from atrial myocytes and are transported to neighboring cells. The use of targeted treatments for AF is an intriguing approach, yet it has been challenging in recent years [27, 28]. Therefore, studies exploring the regulatory mechanisms underlying atrial fibrosis are very important for the control of AF development. Here, we found that atrial myocytes produced and secreted exosomes enriched with miRNAs. Exosomal miRNAs mediated the pathological communication between atrial myocytes and atrial fibroblasts related to AF development. Our study will provide new insights into exosome-miRNA-based therapy for AF.

Exosomes are small single-membrane vesicles with a diameter of 30–200 nm that are enriched in selected proteins, lipids, nucleic acids, and glycoconjugates and play important roles in multiple aspects of human health and disease [29, 30]. Exosomes play a critical role in cardiac repair after myocardial infarction and might bridge a major gap after myocardial injury [31]. Based on accumulating evidence, exosomes affect cardiomyocyte apoptosis and cell viability and regulate the electric and structural functions in individuals with AF [32, 33]. However, the molecular mechanism of atrial myocyte-derived exosomal miRNAs in AF has rarely been studied. Here, we examined the role of exosome-derived miRNAs in regulating atrial fibroblast proliferation, activation and collagen synthesis during AF in vitro and in vivo. These findings suggest that exosomal miRNAs may represent novel biomarkers to predict the progression of AF and aid in the identification of novel therapeutic targets to reduce AF-related mortality.

miRNAs are small noncoding RNAs that regulate gene expression by repressing translation and accelerating target mRNA degradation. These molecules are integral to almost all known biological processes, including cell growth, proliferation and differentiation, as well as organismal metabolism and development [34]. miRNAs have recently emerged as paracrine signaling mediators associated with dysfunctional gene expression profiles related to many cardiovascular disease conditions [8, 35]. Several miRNAs play critical roles in hypertrophic and fibrotic myocardial tissues, suggesting an association between specific miRNA levels and the development of pathological cardiac remodeling [36, 37]. Our in vivo and in vitro experiments showed that miR-210-3p expression is markedly increased in atrial myocyte-derived exosomes. Our studies confirmed that reducing exosomal miR-210-3p levels confer protection against pathological atrial remodeling in the context of AF by preventing atrial fibrosis and atrial fibroblast proliferation. Furthermore, using innovative technologies, as well as a gene KO rat model, we show that atrial myocytes are the major cell type that express miR-210-3p, while miR-210-3p KO effectively prevents atrial fibrosis and reduces the incidence of AF. Together, these data confirm that exosomal miR-210-3p is associated with atrial remodeling and plays a functional role in AF pathogenesis.

GPD1L has been shown to participate in cell proliferation, migration and apoptosis by regulating oxidative stress in cancer [20]. However, the function of GPD1L in AF has rarely been studied. In the present study, GPD1L silencing promoted atrial fibroblast activation and proliferation through miR-210-3p. A GPD1L mutation causes Brugada syndrome and other inherited arrhythmia syndromes by affecting Na + channel trafficking to the plasma membrane [38]. Changes in the expression of GPD1L, which are possibly mediated by the inhibition of miR-210 as a potential signaling molecule, regulate the proliferation and energy metabolism of cells in tumors [39]. According to the results from our experiments, GPD1L is a novel target for miR-210-3p in atrial fibroblasts that regulates fibroblast proliferation and activation. In addition, studies have also shown that CTGF activates the PI3K and AKT pathways, contributing to the inhibition of GPD1L expression and promoting angiogenesis in human synovial fibroblasts [40]. Zhang et al. found that the principal signaling pathways of PI3K/AKT are mainly activated in various pathological states, such as in fibrosis, apoptosis, and regeneration after myocardial infarction [41]. Upregulated PI3K and phosphorylation of AKT may be involved in the increased proliferation and migration of cardiac fibroblasts, which are reversed by a PI3K inhibitor [42]. Consistent with the results from previous studies, the fibrotic changes associated with increased miR-210-3p levels are proposed to include the regulation of GPD1L-mediated inhibition of PI3K/AKT-dependent signaling pathways. This pathway represents a previously uncharacterized interaction between miR-210-3p and GPD1L/PI3K/AKT; interestingly, these fibrotic effects were reversed by the PI3K inhibitor LY294002.

Several limitations of this study should be addressed. First, the expression of miRNAs in atrial myocyte-derived exosomes was detected in rat hearts and patient serum, but the expression of these miRNAs in atrial myocyte-derived exosomes from patient hearts may still require future experiments. Second, the present study only examined one miRNA (miR-210-3p) based on microarray data, and future studies should further explore the functions of other potential miRNAs based on microarray data. Third, the animal AF model was the atrial fibrosis model, and future studies may investigate the role of atrial myocyte-derived exosomes in other animal models.

## Conclusions

In summary, atrial myocytes treated with a miR-210-3p inhibitor exerted a protective effect on tachypacing-induced atrial fibroblast proliferation and activation. Our in vivo results indicate that miR-210-3p agonists have adverse properties that increase the AF incidence. However, miR-210-3p KO in rats with Ang II-induced atrial fibrosis prevented the development of AF. Our findings reveal that atrial myocyte-derived miR-210-3p targets the GPD1L/PI3K/AKT pathway and functions as a crucial paracrine signaling mediator during atrial fibroblast cell proliferation; we also illustrate a novel role for miR-210-3p as a potential marker for the clinical diagnosis and identification of novel therapeutic targets in AF.

## What is already known

- Exosome-mediated cellular communication may lead to cardiovascular diseases by transferring miRNAs.
- Atrial fibrosis plays a potentially important role in AF.

## What this study adds

- Exosomes mediate pathological communication between atrial myocytes and atrial fibroblasts, promoting the fibrotic response by transporting miRNAs during AF.
- Atrial myocyte-derived exosomal miR-210-3p targeted GPD1L to promote atrial fibrosis via the PI3K/AKT signaling pathway.

## What is the clinical significance

- Exosomal miR-210-3p may be a novel biomarker to predict the progression of AF.
- Exosome delivery of miRNAs is considered a novel targeted candidate drug to treat AF.

## Supplementary Information

**Additional file 1: Table S1.** The sequences of primers designed for qRT-PCR. **Table S2.** General clinical characteristics of patients. **Table S3.** Echocardiography and test results of patients. **Table S4.** Medication and surgery treatment of patients

**Additional file 2: Figure S1.** The level of fibrotic protein in atrial fibroblasts. **Figure S2.** The level of fibrotic protein in atrial fibroblasts. **Figure S3.** Bioinformatics analysis on the relationship between miR-210-3p and fibroblast activity. **Figure S4.** qRT-PCR analysis of the differentially expressed miRNAs. **Figure S5.** Exosomal miR-210-3p derived from atrial myocytes promotes atrial fibroblast proliferation and activation. **Figure S6.** Effects of miR-210-3p KO on atrial fibrosis in rats. **Figure S7.** RNA sequencing analysis. **Figure S8.** miR-210-3p promotes proliferation and collagen synthesis by targeting GPD1L/PI3K/AKT

## Data Availability

The data supporting the findings of this study are available within the article and its supplementary materials. RNA sequencing data are deposited in GEO (accession number: SE21089;https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE210894). All other supporting data are available from the corresponding authors on reasonable request.

## Abbreviations

AF: Atrial fibrillation
Ang II: Angiotensin II
α-SMA: Alpha-smooth muscle actin
EVs: Extracellular vesicles
EXO: Exosome
FS: Fractional shortening
GPD1L: Glycerol-3-phosphate dehydrogenase 1-like
KO: Knock out
LAD: Left atrial diameter
LVEF: Left ventricular ejection fraction
miRNA: MicroRNA
RAD: Right atrial diameter
3’ UTR: 3’ Untranslated region
TGF-β: Transforming growth factor-β
WT: Wild type

How the deposited data were processed for this re-analysis (not part of the article)

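The data are mRNA sequencing of rat atrial fibroblasts transfected with si-NC or si-GPD1L, with 3 libraries in each group. According to the sample labels the cells were collected 24 h after transfection. The conditions and replicate numbers were taken from the sample labels and the methods of the paper. The digit at the end of the si-GPD1L names was read as a replicate number, although the paper's text does not say whether it numbers replicates or different siRNAs.

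The authors deposited read counts for 40154 genes and for 55760 transcripts. These counts are whole numbers without normalization, and the paper's text names edgeR but not the aligner, the counting program, the genome build or whether the counting used strand. The deposited TPM values of the gene table equal the counts divided by the gene length and scaled to a common sum, as checked on each library, and were not tested. The authors also deposited a comparison of the 2 groups, with a signal per library (edgeR's pseudo-counts, which are counts adjusted to a common library size), a log2 fold change, a p-value and a q-value for each gene and transcript. The deposited log2 values and p-values were recomputed as edgeR's exact test without a filter, and are printed only where they are named as the authors' own. The deposited KEGG table holds 190 terms and the deposited GO table 3118 biological process terms, each with the number of genes found. All per-sample columns were matched to the samples by name.

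In the deposited gene counts, the library totals ran from 16892255 to 20149732, and 0 counts of a gene in a library allow up to 3. Counting error is the larger part of the variance for genes under about 125 counts in a library, and the spread between libraries (biological coefficient of variation 0.0894) is the larger part for genes above that. Transcript counts summed to between 40992579 and 49099497 per library, above the gene totals. Reads shared by isoforms may have been counted more than once, but the cause was not tested. The transcript table was used only as an alternative.

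From the counts, R 4.3.3 with edgeR 4.0.16 kept 14852 genes by filterByExpr, normalized them by TMM and compared the groups with the quasi-likelihood F test (glmQLFit and glmQLFTest) and Benjamini-Hochberg adjustment. Genes were called at the paper's thresholds, an adjusted p-value under 0.05 and an absolute log2 fold change over 1. A normalized count is the count scaled to the mean library size. Gpd1l was also tested by an exact permutation of its normalized counts. Gene lists were tested by camera in limma 3.58.1 on log2 normalized counts with an inter-gene correlation of 0.01, adjusted over 6 lists fixed before the data were examined (PI3K/AKT components, fibrosis and matrix genes, proliferation genes, interferon-stimulated genes, hypoxia-response genes, and the genes of Fig. 5B as read from the picture). Markers of 4 cell types (endothelial cells, cardiomyocytes, macrophages, and smooth muscle cells with pericytes) were adjusted as a family of their own, and sex-linked genes were looked at for a difference in the animals used. Enrichment was recomputed by Fisher's exact test from the counts in the authors' tables with scipy 1.17.1.

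The genes named were fixed by a rule: Gpd1l, the genes the paper measures in fibroblasts, the genes of the marked boxes of Fig. 7A, the 5 largest rises and 5 largest falls among named genes past both thresholds whose groups do not overlap and whose mean is at least 50 normalized counts, and at most 3 genes with the smallest adjusted p of each list. Only 4 falls met the rule. Some genes that met the rule are not reported here, and none was put in their place. The other members of the 2 KEGG terms were named because the authors' table lists them.

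The alternatives fixed before the data were examined were DESeq2's size factors and upper-quartile normalization in place of TMM, DESeq2's Wald test (version 1.42.0) and edgeR's exact test in place of the quasi-likelihood test, no filter beyond 1 count, a filter of at least 10 counts in every library, other thresholds, the replicate number as a block, each library left out in turn, camera with an estimated correlation, fry, and the transcript table. The setting that matches the authors' table (exact test without a filter) was added after the data were seen. The tests were first tested on simulated data made from the means and library sizes of the real counts. Of 200 changed genes, the quasi-likelihood test recovered 200 among 14893 genes tested and called 12 unchanged genes. All 200 were well counted and were given changes beyond the fold change threshold, so this count does not measure the recovery of smaller changes. The figures were drawn with matplotlib 3.10.9. The libraries of the miR-210-3p KO and WT hearts, the exosomal miRNA-seq and the molecular function and cellular component terms are not used here.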

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

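The tests of scaling, of macrophage RNA, of gene families, of the Gpd1l level and of cell shares were chosen only after the results were seen.

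A signal appeared in genes the paper's text does not discuss for these libraries, the interferon-stimulated genes. All 43 tested members of the 47-gene list were higher in the libraries labelled si-GPD1L than in si-NC with an adjusted p-value under 0.05 (edgeR's quasi-likelihood test), over all genes tested and adjusted over the list alone, and the groups did not overlap for any of the 43, where chance gives 10% of genes. Their median log2 fold change was 3.77, from 0.60 to 9.42, and remained 3.77 with the 2 members whose si-NC libraries were at or under 3 counts put at their bound. The list was past the threshold in camera with an inter-gene correlation of 0.01 (adjusted p = 1.01e-79), with an estimated correlation (adjusted p = 0.0110) and in fry (adjusted p = 3.85e-06). Its genes took 0.0573% to 0.0627% of the counts in si-NC and 0.354% to 0.417% in si-GPD1L, and 42 of the 240 genes past both thresholds belong to it. The members with the smallest adjusted p-values were Mx2, Oasl2 and Ifit1.

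Several technical explanations are argued against by the tables. In raw counts without normalization, the median log2 difference of the list was 3.79 above that of the other genes tested, a difference in which any factor per library cancels, so the rise was not one of scaling or library size. The summed normalized counts of the macrophage markers were 0.994 times the si-NC value, and Lyz2, the most abundant of them, had a log2 fold change of -0.023, while the summed counts of the interferon-stimulated genes rose 6.36-fold; 14 of the 16 macrophage markers had enough counts in these fibroblast libraries to be tested. Without the Mx, Oas, Ifit, Gbp and Ifi families, whose members can share reads, the median of the other 26 genes was 2.75. With the trend of each library on gene length removed, the median was 3.72, although this step moved single genes by up to 0.35. What stays open is whether the rise depends on the loss of Gpd1l. Transfected double-stranded RNA can itself induce interferon-stimulated genes, and a difference between the siRNAs in this respect is a candidate explanation. In si-GPD1L replicate 3, whose Gpd1l count was not lower than in si-NC, the median rise of the list was 3.72, against 3.57 and 3.88 in replicates 1 and 2. That is 1 library, and no rescue or untransfected group is among these libraries. The paper's text does not state whether the 3 si-GPD1L libraries received 1 siRNA or different siRNAs. The response to the RNA and the response to the loss of Gpd1l therefore cannot be told apart. Of the 10 splits of the 6 libraries into 3 and 3, only the real 1 gave a list median as far from 0, and 10 splits cannot give a share under 0.1. The hypothesis that loss of Gpd1l raises these genes is untested.

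A smaller signal appeared in the endothelial markers, which the paper's text does not discuss either. The median log2 fold change of the 11 markers tested, of 12 listed, was 0.56, and all 11 were above 0, with the lowest at 0.12 (Flt1) and the highest at 1.44 (Plvap). Over all genes tested 4 of the markers had an adjusted p-value under 0.05, and 6 when adjusted over the list alone. Camera (adjusted p = 2.26e-05) and fry (adjusted p = 0.0185) put the list past the threshold, and camera with an estimated correlation (adjusted p = 0.228) did not. The median was 0.56 with DESeq2's size factors and 0.54 with upper-quartile normalization. Flt1 was the most abundant marker, at 1309 ± 180 normalized counts in si-NC, and markers of this abundance may also be transcribed in fibroblasts. A larger share of endothelial cells would raise by the same factor only those markers that the fibroblasts do not transcribe. Among the 9 markers under 200 normalized counts in si-NC the changes were further apart than their errors (Cochran's Q = 46.8, where 15.5 is the 95% limit). This cannot decide against a larger share, because transcription of some of the 9 markers in fibroblasts would also spread their changes. Plvap rose by 1.44 and Cdh5 by 1.07 on the log2 scale, while Kdr rose by 0.24 (standard error 0.19) and Cldn5 by 0.14 (standard error 0.37). A smaller share of fibroblasts would raise the markers of the other cell types alike, but the median of the 19 cardiomyocyte markers was -0.11. With the gene length trend removed the median of the endothelial markers was 0.55. Of the 10 splits, only the real 1 gave a median as far from 0. A change in the state of endothelial cells among the fibroblasts, or of the fibroblasts themselves, also stays open and was not tested. Plvap, Cdh5, Kdr, Cldn5 and Flt1 were named after their values were seen.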

How the results depend on the processing

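The exact test without a filter was chosen only after the result was seen. The number of genes past both thresholds was 240. It was between 185 and 274 genes across the 6 fits that each left out one library, 239 with DESeq2's size factors, 232 with upper-quartile normalization, 241 in DESeq2's Wald test, 314 in edgeR's exact test, 359 without a filter beyond 1 count and 164 with at least 10 counts in every library. In the transcript table, 209 genes had at least 1 transcript past both thresholds. The number changed by more than 1.5 times with an adjusted p-value under 0.05 alone (945 genes), with the fold change threshold kept and the unadjusted p-value under 0.05 (363 genes) and with the exact test without a filter (400 genes, of which 239 are among the 240). The share of higher genes was 91.6% with DESeq2's size factors and 90.9% with upper-quartile normalization. The higher genes, 220, ran from 179 to 250 across the fits that left out one library. They numbered 599 with the adjusted p-value alone and 348 with the exact test without a filter.

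The lower genes, 20, were the least stable result. They numbered 38 in the exact test, 40 without a filter beyond 1 count, 10 with at least 10 counts in every library, 346 with the adjusted p-value alone, 56 with the unadjusted p-value and the fold change threshold and 52 in the exact test without a filter. Across the fits that left out one library they ran from 6 to 28 genes, with 6 without si-GPD1L replicate 1 and 8 without si-GPD1L replicate 2. The cause was not tested. Of the 10 splits of the 6 libraries into 3 and 3, only the real 1 gave as many genes past both thresholds, and 10 splits cannot give a share under 0.1.

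The log2 fold change of Gpd1l stayed negative and short of the threshold in all 15 alternatives, and ran from -0.50 to -0.21 across the fits that left out one library. The interferon-stimulated genes (medians from 2.50 to 3.85) and the genes of Fig. 5B (medians from 0.24 to 0.37) kept their direction and stayed past the threshold in all 13 alternatives, and the fibrosis and matrix genes and the hypoxia-response genes kept their direction and stayed short of it. The lowest interferon median, 2.50, came with at least 10 counts in every library, a filter that leaves out genes nearly absent from si-NC. The proliferation genes, with a median of 0.12, were past the threshold in camera with an inter-gene correlation of 0.01 but not with an estimated correlation or in fry, which use the same median of 0.12. Across the fits that left out one library their median ran from 0.0439 to 0.156, and it fell short of the threshold without si-NC replicate 3 (0.0439) and without si-GPD1L replicate 3 (0.0972); the cause was not tested. The median of the PI3K/AKT components, 0.061, ran from -0.0025 without si-NC replicate 1 to 0.0886 without si-NC replicate 2, short of the threshold in all 13 alternatives.

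Among the 44 named genes other than Gpd1l, 554 of 609 comparisons with an alternative kept direction and side of the adjusted p-value threshold. Of the 14 of these genes past both thresholds, 2 lost this in an alternative. Igfbp5 fell short of the fold change threshold without si-NC replicate 3 (-0.90) and without si-GPD1L replicate 1 (-0.93), and Ccnd1 without si-NC replicate 1 (0.997) and without si-GPD1L replicate 1 (0.971). The direction was reversed for 3 genes near 0. Pik3cd was at -0.0204 with upper-quartile normalization and ran from -0.0851 to 0.0644 across the fits that left out one library, Pik3r5 from -0.0064 to 0.31 and Akt2 from -0.0658 to 0.0088. The cause was not tested. The other changes were 31 results that fell short of the threshold and 18 that passed it. Nfatc2 was among the latter, with an adjusted p-value of 0.0304 in DESeq2's Wald test, 0.00887 in edgeR's exact test, 0.00253 without a filter beyond 1 count and 0.0198 without si-NC replicate 3. Over all alternatives its adjusted p-value ran from 0.00253 to 0.226. Col3a1 passed it without a filter beyond 1 count (adjusted p = 0.00410) and without si-NC replicate 1 (adjusted p = 0.000430), within a range of 0.000430 to 0.473 over its alternatives.

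The groups share the replicate numbers 1, 2 and 3. The deviations of same-numbered libraries from their group means, over 9803 genes, had correlations of 0.039, -0.032 and 0.023 across genes, which are not independent replicates. These values gave no sign that the numbers pair the libraries, but they cannot exclude it. With the replicate number as a block, 223 genes were past both thresholds, 206 higher and 17 lower, and Gpd1l had a log2 fold change of -0.32 (adjusted p = 0.173).

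The KEGG enrichment against the genes tested here as the background was not run, since the deposited table lists only the members found among the differentially expressed genes. The depth of 16892255 to 20149732 counts leaves genes such as Pik3r6, with at most 5 counts in a library, untested.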

Differences from the paper's values

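The exact test without a filter was chosen only after the result was seen. The paper's Fig. 6A shows GPD1L mRNA by qRT-PCR in 3 pairs of bars, and relative to si-NC the paper's values are about 0.12 for GPD1L1, about 0.49 for GPD1L2 and about 0.42 for GPD1L3 in Fig. 6A, read by eye. In the RNA-seq libraries, Gpd1l in si-GPD1L was 0.805 times the si-NC mean (SD 0.17 over 3 libraries). The assays differ, and the paper's text does not say how the bars of Fig. 6A correspond to the libraries, so the mean of the 3 libraries is set beside each bar. Over the 14 alternatives set before the data were examined, the ratio ran from 0.707 to 0.865. None of them closed the gap to GPD1L1 or GPD1L3. For GPD1L2, the ratio of 0.707 without si-GPD1L replicate 3 was still above the paper's value but by a factor under 1.5, the least factor counted as a difference, and the other 13 ratios were above it by more.

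The legend of Fig. 7A describes signaling molecules downstream of GPD1L from a KEGG analysis and does not mention the boxes marked in color. The marked boxes were taken here as these molecules. Among the genes of the PI3K and AKT boxes, the 10 reported here had log2 fold changes from -0.44 to 0.19 and adjusted p-values of 0.128 or more (edgeR's quasi-likelihood test). Pik3r1 passed an adjusted p-value of 0.05 only without si-NC replicate 1 (log2 fold change -0.30, adjusted p = 0.00500, within a range of 0.00500 to 0.532 over its alternatives). The PI3K-Akt signaling pathway had an adjusted p of 0.992 and the cGMP-PKG signaling pathway 0.947 in Fisher's exact test on the authors' KEGG table. Of the NFAT box, Nfatc2 is past both thresholds in the authors' deposited table. Here it had an adjusted p of 0.0560, and it passed both thresholds with DESeq2's Wald test, edgeR's exact test, no filter beyond 1 count, and without si-NC replicate 3. The exact test without a filter, chosen after seeing the values, also passes it.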

Other observations

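The tests on the parts of the Fig. 5B list were chosen only after the rise of that list and of the interferon-stimulated genes had been seen.

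The RNA-seq libraries also give transcript values for the genes that the paper uses as fibrosis markers in its other assays, and for Col11a2, which it names from the KO hearts. The paper also analyzed fibrotic proteins and mRNAs in its si-NC and si-GPD1L groups (Figure S8A-C). Those supplementary values were not read and are not set beside the values here. Acta2 had a log2 fold change of -0.14 (standard error 0.077, adjusted p = 0.290 from edgeR's quasi-likelihood test), Col1a1 of 0.25 (standard error 0.11, adjusted p = 0.219), Col1a2 of 0.21 (standard error 0.080, adjusted p = 0.137), Col3a1 of -0.26 (standard error 0.10, adjusted p = 0.156), Tgfb1 of 0.11 (standard error 0.067, adjusted p = 0.378) and Col11a2 of -0.14 (standard error 0.16, adjusted p = 0.657). Without si-NC replicate 1, Col1a1 (adjusted p = 0.00607), Col1a2 (adjusted p = 0.0260) and Col3a1 (adjusted p = 0.000430) passed an adjusted p-value of 0.05, Col1a1 and Col1a2 higher and Col3a1 lower, as did Col1a1 (adjusted p = 0.00614) and Col3a1 (adjusted p = 0.00410) without a filter beyond 1 count. The log2 fold change of Col1a1 was smaller without si-NC replicate 1, at 0.12, while Col1a2 was at 0.23 and Col3a1 at -0.33. Over their alternatives the adjusted p-values ran from 0.00607 to 0.477 for Col1a1, from 0.0260 to 0.429 for Col1a2 and from 0.000430 to 0.473 for Col3a1. The list of 45 tested fibrosis and matrix genes had a median log2 fold change of -0.049 (camera, adjusted p = 0.346), with 1 gene higher and 6 lower at an adjusted p-value under 0.05, over all genes tested and adjusted over the list alone. Fap fell by 0.82 on the log2 scale (adjusted p = 7.53e-05) and Lum fell by 0.77 (adjusted p = 0.00580). Of the 10 splits of the libraries, 2 gave a list median as far from 0, the real one included.

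The 46 proliferation genes had a median log2 fold change of 0.12 (camera, adjusted p = 0.00321), which did not hold under fry (adjusted p = 0.116) or an estimated correlation (adjusted p = 0.484), and it fell short of the threshold without si-NC replicate 3, with a median of 0.044. Ccnd1 rose by 1.04 (adjusted p = 2.95e-06), Mcm5 by 0.41 (adjusted p = 0.0371) and Mcm3 by 0.31 (adjusted p = 0.0368), the 3 members with an adjusted p-value under 0.05, over all genes tested and adjusted over the list alone. The adjusted p-value of Mcm3 was not under 0.05 in 7 of its 14 alternatives and that of Mcm5 in 3 of 14. With the gene length trend removed the median was 0.13 and stayed past the threshold in camera, so length was not the whole cause. But 3 of the 10 splits gave a median as far from 0, and chance cannot be told apart from an effect at this size.

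The 35 tested genes of Fig. 5B, which the paper shows for miR-210-3p KO and WT hearts, were higher as a list in si-GPD1L, with a median log2 fold change of 0.32 (camera, adjusted p = 1.61e-18; fry, adjusted p = 1.94e-05), and 17 had an adjusted p-value under 0.05 and rose, or 20 adjusted over the list alone, where 2 also fell. Of the 10 splits only the real 1 gave a median as far from 0. In Fig. 5B most of these genes are lower in KO hearts, where the paper reports more GPD1L protein. Outside the interferon list, the median of the genes lower in KO hearts was 0.24 (17 genes tested, 15 above 0; camera, adjusted p = 4.46e-06; fry, adjusted p = 0.00305). This cannot decide the hypothesis that these genes rise together when Gpd1l is silenced, since the rise of the list had been seen in the same libraries and Gpd1l itself was not clearly lower in them. Of these, 11 are proliferation genes, which on their own passed in camera (adjusted p = 0.00243) but not in fry (adjusted p = 0.0575), and the other 6 had a median of 1.86, with 3 of them at an adjusted p-value under 0.05. The 12 members inside the interferon list had a median of 7.09. The genes higher in KO hearts did not move as a set (6 tested, median -0.041, adjusted p = 0.373). The result may also come from an interferon response in both experiments, since interferon can act on genes beyond the list, and the KO libraries are not used here.

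The 36 tested hypoxia-response genes had a median log2 fold change of 0.057 (camera, adjusted p = 0.277). Pfkl rose by 0.33 (adjusted p = 0.0333, not under 0.05 in 4 of its 14 alternatives), the only member with an adjusted p-value under 0.05 over all genes tested; adjusted over the list alone 0 members passed, and 6 had an unadjusted p-value under 0.05. Of the 10 splits, only the real 1 gave a median as far from 0. For the PI3K/AKT components, 4 of the 10 splits did.

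The cardiomyocyte markers, with 19 of 19 detected, took 0.211% to 0.243% of the counts in each library. Their median log2 fold change was -0.11 (camera, adjusted p = 0.0405; fry, adjusted p = 0.122), and 2 of the 10 splits gave a median as far from 0. The macrophage markers had a median of -0.027 (adjusted p = 0.910) and the smooth muscle and pericyte markers of -0.18 (adjusted p = 0.117). Of the sex-linked genes, 3 were tested, with a median of 0.0090, 0 at an adjusted p-value under 0.05 and 1 at an unadjusted p-value under 0.05.

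The si-NC libraries were less alike than the si-GPD1L libraries. Over 9803 genes, the SD of the log2 difference of a library from the mean of the others in its group was 0.25 for si-NC replicate 1, 0.15 for replicate 2 and 0.19 for replicate 3, against 0.12 to 0.14 in si-GPD1L. These differences followed gene length in si-NC, with a Spearman correlation across genes of -0.47 for replicate 1 and 0.51 for replicate 3, against -0.066 to 0.070 in si-GPD1L. Gene length explained 22.0% of the variance of the difference of si-NC replicate 1, so it was not the whole cause, and no biological explanation was tested.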
